# The Conserved *Dcw* Gene Cluster of *R*. *sphaeroides* Is Preceded by an Uncommonly Extended 5’ Leader Featuring the sRNA UpsM

**DOI:** 10.1371/journal.pone.0165694

**Published:** 2016-11-01

**Authors:** Lennart Weber, Clemens Thoelken, Marcel Volk, Bernhard Remes, Marcus Lechner, Gabriele Klug

## Abstract

Cell division and cell wall synthesis mechanisms are similarly conserved among bacteria. Consequently some bacterial species have comparable sets of genes organized in the *dcw (**d**ivision and* *c**ell* *w**all)* gene cluster. *Dcw* genes, their regulation and their relative order within the cluster are outstandingly conserved among rod shaped and gram negative bacteria to ensure an efficient coordination of growth and division. A well studied representative is the *dcw* gene cluster of *E*. *coli*. The first promoter of the gene cluster (mraZ1p) gives rise to polycistronic transcripts containing a 38 nt long 5’ UTR followed by the first gene *mraZ*. Despite reported conservation we present evidence for a much longer 5’ UTR in the gram negative and rod shaped bacterium *Rhodobacter sphaeroides* and in the family of *Rhodobacteraceae*. This extended 268 nt long 5’ UTR comprises a Rho independent terminator, which in case of termination gives rise to a non-coding RNA (UpsM). This sRNA is conditionally cleaved by RNase E under stress conditions in an Hfq- and very likely target mRNA-dependent manner, implying its function in *trans*. These results raise the question for the regulatory function of this extended 5’ UTR. It might represent the rarely described case of a *trans* acting sRNA derived from a riboswitch with exclusive presence in the family of *Rhodobacteraceae*.

## Introduction

There are only rare cases for highly conserved gene clusters throughout bacterial genomes due to evolutionary dynamics. Examples for such clusters are genes for ribosomal proteins, the *atp* operon or the *dcw (division and cell wall)* gene cluster [1]. However, conservation of *dcw* genes, their regulation and especially their arrangement within the cluster are outstandingly conserved within bacterial groups of similar taxon and cell shape [2]. Besides regulatory mechanisms the conserved order of the genes may ensure an efficient coordination of growth and division as assumed by the *genomic channeling hypothesis* [3]. A well described example for such conservation is the *dcw* gene cluster of gram negative and rod shaped bacteria.

Dcw gene regulation was studied intensively in *E coli*, but is not fully understood due to numerous regulatory features like internal promotors, transcript stabilities and protein ratios. It is well known that the first promoter (*mraZ*1*p*) of the gene cluster in *E*. *coli* (16 genes in total) gives rise to polycistronic transcripts containing a 38nt long 5’ UTR followed by the first gene *mraZ* [4]. Downstream of *mraZ* transcription can potentially continue up to the last gene of the locus (*envA*) that harbors a Rho independent terminator [5].

Here we present evidence for a much longer 5’ UTR in the gram negative and rod shaped bacterium *Rhodobacter sphaeroides* also present in other members of *Rhodobacteraceae*. In *R*. *sphaeroides* this 268 nt long 5’ UTR features a Rho independent terminator 84 nt upstream of *mraZ*, which in case of transcriptional termination gives rise to a non-coding RNA of 206 nt length. This transcript was described as an orphan sRNA named RSs0682 [6], henceforth renamed UpsM (upstream sRNA of *m**raZ*). Here we also show that conditional processing of UpsM requires the RNA chaperon Hfq, the endoribonuclease RNase E and induction of the RpoHI/II regulon.

Our results raise the question for the complex regulatory function of this extended 5’ UTR, which might represent a rare dual function riboswitch exclusively present in the family of *Rhodobacteraceae*.

## Results

### dRNA-seq Hints at an Extended 5’ UTR of the *Dcw* Gene Cluster of *R*. *sphaeroides*

The sRNA UpsM (previously RSs0682) was described as the most abundant orphan sRNA of *R*. *sphaeroides*, which is encoded in the intergenic region (IGR) upstream of *mraZ*, the first gene of the *dcw* (division and cell wall) gene cluster. A Rho-independent terminator was predicted at the 3’ end of the sRNA locus. Identification of UpsM was based on deep sequencing of cDNA libraries using 454 pyrosequencing. The coverage of UpsM was comparably low (~2,000 reads per library) in the initial sequencing study [6]. Since sequencing technologies have rapidly evolved and nowadays generate millions of reads concomitant with visualisation of transcripts with low abundance, we re-analysed the UpsM locus in a dRNA-seq dataset that has been generated using Illumina sequencing technology (Fig 1 and S1 Fig) without and with prior TEX (terminator-5´phosphate dependent exonuclease) treatment of the RNA to enrich primary transcripts. This confirmed the presence and high abundance of UpsM and the transcriptional start site (TSS). In contrast to the low-coverage 454 pyrosequencing study, additional observations were possible. First, the processing site within UpsM, which was already detected by Northern blot analysis and 5’ RACE [6], becomes apparent by a sudden decrease of reads especially after TEX treatment. Secondly, the downstream gene *mraZ* is not preceded by a separate TSS. This is surprising since *mraZ* is the first gene of the *dcw* gene cluster. Therefore it should be expressed in exponentially growing cells in the course of cell wall synthesis and cell division as described for other bacteria [4, 7–11]. This observation led to the following assumptions: *MraZ* transcription depends on the UpsM promoter and there is no additional promoter/TSS exclusively present for *mraZ*. If this is true, the terminator of UpsM has to allow read-throughs in order to guarantee transcription of *mraZ*. This has several consequences: 1.) *mraZ* or the *dcw* gene cluster have an uncommonly long 5’ UTR of 268 nt in length, which has not been reported for other bacterial *dcw* clusters, which show high conservation among rod shaped and gram negative bacteria. 2.) UpsM is not an sRNA derived from an IGR (intergenic region), but rather an sRNA which is generated by transcription termination within the 5’ UTR of *mraZ*. 3.) In case the terminator allows read-through, the 5’ UTR contains a start codon upstream and a stop codon in frame downstream of the terminator and therefore might encode a leader peptide here designated as sORF (small open reading frame).

**Fig 1:**
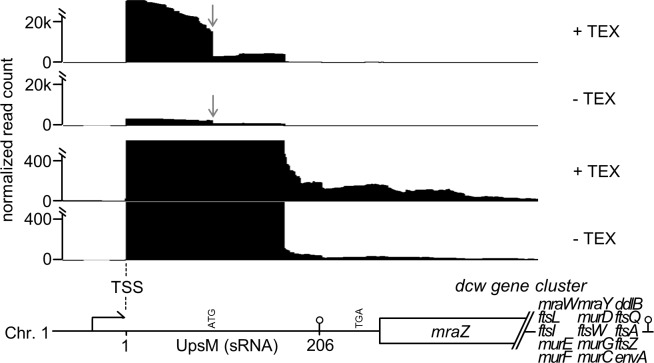
dRNA-seq shows a long 5’ UTR of the *mraZ* gene in *R*. *sphaeroides*. Modified screenshots taken from IGB (integrated genome browser) visualizing the coverage at the genetic locus of *mraZ*. Shown are normalized cDNA reads on a large scale (upper two panels) and a smaller scale (lower two panels) obtained from TEX treated and untreated total RNA isolated from an exponentially and microaerobically grown *R*. *sphaeroides* 2.4.1 culture. The genetic context is displayed at the bottom. *mraZ* is the first gene of the *dcw* gene cluster. Position 1 reflects the TSS of sRNA UpsM (206 nt) 268 nucleotides upstream of *mraZ*. The terminator of UpsM is indicated as hairpin structure and a processing site within the sRNA is highlighted by an arrow.

### UpsM Is a 5’ UTR Derived sRNA, Which Is Conditionally Cleaved during Stress Conditions in an RNase E, Hfq and RpoHI/RpoHII-Dependent Manner

UpsM was originally identified as an sRNA processed upon ^1^O_2_ stress in *Rhodobacter sphaeroides* and the RNA chaperone Hfq was shown to be required for this processing [6]. UpsM is the most abundant sRNA in *R*. *sphaeroides* and represents about 60% of all Hfq bound sRNAs [12]. In addition to the strong interaction of UpsM with Hfq we observed a negative growth effect under anaerobic and aerobic conditions (S2B Fig) and changes in the transcriptome in an initial microarray analysis (S1 Table) for a strain overexpressing UpsM (S2A Fig). Therefore we conclude that UpsM is functional as a *trans* acting sRNA.

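The microarray analysis compared the strain *R. sphaeroides* 2.4.1 pBBRUpsMx2, which carries additional UpsM on a plasmid, with a control strain harbouring the empty vector pBBR1MCS2. Both strains were sampled in exponential aerobic growth and after 90 min of singlet oxygen stress, for which methylene blue (0.2 µM) was added in the light. For each condition 2 arrays were hybridized, and each array carried RNA from 3 independent cultures per strain. On all 4 arrays the overexpression strain was labeled with Cy3 and the control strain with Cy5. The dyes were not swapped on any array, so that a difference between the strains and a gene-specific difference between the dyes cannot be told apart. The array held 15744 spots, of which 15208 were not controls. These spots carried 13218 different probes for 4516 features, namely 4372 numbered genes and 144 other features such as intergenic regions and antisense RNAs. The median spot intensity lay between 3640 and 3887 in the Cy3 channel and between 3833 and 5265 in the Cy5 channel of the 4 arrays. Negative control spots had a median intensity between 887 and 1404, while the local background around the spots was between 34 and 75. Between 95.5% and 98.3% of the spots were well above background in both channels, and no spot was saturated. The number of arrays limits the precision of all values. The authors deposited the scanner output, from which the median intensity of each spot was used here. The background was corrected with the normexp method of limma (offset 50) and the log2 ratio of the overexpression strain to the control strain was normalized by loess within each array. Spots of a probe and then the probes of a gene were averaged. Each gene was tested with limma over all 4 arrays, with a mean for each condition and Benjamini-Hochberg adjustment over the 4516 features. The files list genes by numbers and do not pair these numbers with gene names.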

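The overexpressed RNA was examined first. The files do not use the name UpsM. The sense strand of an intergenic region (feature IGR_0682_694011_694910_sense) was taken as UpsM because the paper gives RSs0682 as its earlier name. The region runs from position 694011 to 694910 in coordinates whose genome build and replicon are not named. It is longer than the UpsM transcript the paper describes. The positions of its probes were not checked, so some may lie outside of UpsM. The log2 ratio of this feature over 3 probes was 2.20 ± 0.0083 (SD, n = 2 arrays) in aerobic growth. This is a 4.60-fold higher level in the overexpression strain (standard error 0.042, adjusted p = 2.15e-05 from limma). Under singlet oxygen stress the log2 ratio was 1.51 ± 0.11 (SD, n = 2 arrays), which is 2.85-fold (adjusted p = 0.000194 from limma). This was the highest ratio of all 4516 features in both conditions. The signals lay near the upper end of the intensity range, with mean A-values of 18.2 and 18.3, and none of the UpsM spots was marked as saturated. Before loess the log2 ratios of the 3 probes lay between -0.76 and 0.72. When each array was centred on its median in place of loess, the mean was 0.80 in aerobic growth and 0.45 under stress, which was the largest shift among the alternatives.

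**Figure D1:**
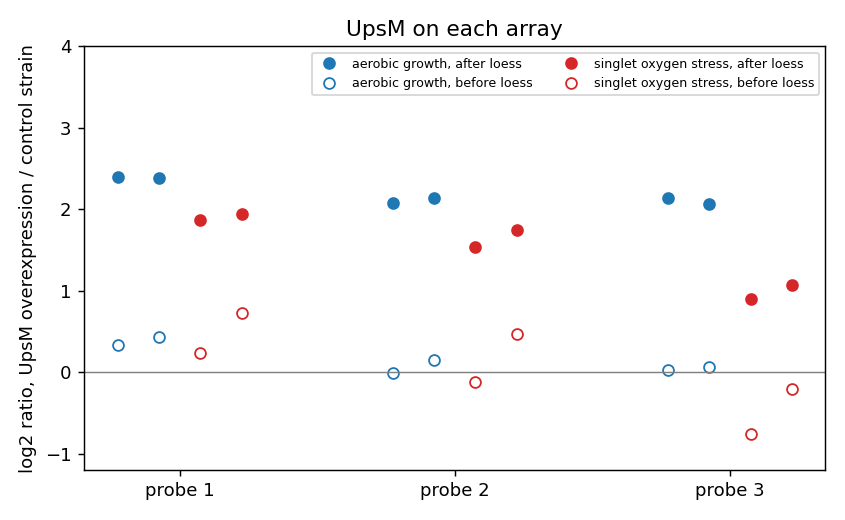
Log2 ratio of the UpsM overexpression strain to the control strain (vertical axis) for each of the 3 UpsM probes on each of the 4 arrays. Each point is 1 probe on 1 array, filled after loess and open before loess. After loess all points lie above 0, between 0.90 and 2.40, while before loess they lie between -0.76 and 0.72.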

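In aerobic growth, 3187 of the 4372 numbered genes had a log2 ratio different from 0 (limma, adjusted p under 0.05), of which 1679 were higher and 1508 lower in the overexpression strain. After 90 min of singlet oxygen stress this was the case for 3130 genes, with 1550 higher and 1580 lower. Most of these differences were small. The median absolute log2 ratio was 0.19 in aerobic growth and 0.18 under stress, and the SD between the 2 arrays of a condition was 0.035 and 0.037 for the median gene. An absolute log2 ratio of at least 0.65 together with an adjusted p under 0.05 was reached by 67 genes in aerobic growth and by 62 genes under stress. The restriction of the test to genes with a mean A-value of at least 12, which tests fewer genes, changed the numbers most and left 1383 and 1353 genes, of which 569 and 511 were higher in the overexpression strain. With the brightest probe of each gene only, 2517 of 3510 genes were higher in aerobic growth. Since the arrays contain no dye swap, these numbers include any gene-specific dye effect. From the changes in the transcriptome, together with the strong interaction of UpsM with Hfq and the negative effect on growth, the paper concludes that UpsM acts in *trans*.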

To further prove that the stable 130 nt UpsM 3’ fragment is generated by processing, total RNA from *R*. *sphaeroides* isolated 90 min after addition of methylene blue in the light to generate ^1^O_2_ was treated with TEX (terminator-5´phosphate dependent exonuclease), which degrades RNAs with a monophosphate at the 5´ end but not primary transcripts that carry a 5´ triphosphate. The TEX treated RNA was compared to untreated RNA on a Northern blot (Fig 2A). The lack of the 130 nt band after TEX treatment strongly supports the assumption that this fragment is a processing product.

**Fig 2:**
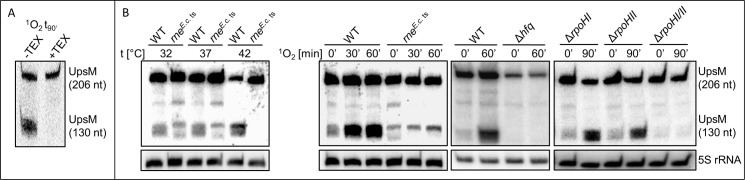
Northern blot analysis reveals Hfq and target mRNA dependent processing of UpsM by RNase E. (A) Detection of UpsM (206 nt) and the UpsM processing product (130 nt) by Northern blot analysis of TEX treated and untreated total RNA isolated from *R*. *sphaeroides* after 90 min ^1^O_2_ stress. (B) Left: Comparison of the UpsM processing pattern via Northern blot analysis of total RNA isolated from *R*. *sphaeroides* 2.4.1 (WT) to RNA isolated from a mutant strain expressing a thermosensitive RNase E variant from *E*. *coli* (*rne*^*E*.*c*.ts^) after growth at 32, 37 or 42°C for 30 min or during ^1^O_2_ stress. Right: Comparison of the processing pattern via Northern blot analysis to strains lacking Hfq, RpoHI, RpoHII or RpoHI and RpoHII after 0 and 60 or 0 and 90 min of ^1^O_2_ stress. Signals of 5S rRNA serve as loading control.

In gram-negative bacteria the endoribonuclease RNase E has a major role in initiation of mRNA decay [13, 14] and was also shown to be involved in the generation or processing of several sRNAs [15–18]. To test the involvement of RNAse E in UpsM processing we constructed an *R*. *sphaeroides* strain with impaired RNase E activity. The endogenous *rne* gene (RSP_2131) was replaced by the *rne* gene from *E*. *coli* N3431 (46% blastp identity) [19, 20], which produces a temperature-sensitive RNase E due to a point mutation. As seen in Fig 2B processing of UpsM in strain *R*. *spharoides rne*^E.c.ts^ is already impaired at 32°C or 37°C, indicating that the *E*. *coli* enzyme is less active than the endogenous enzyme of *R*. *sphaeroides*. When cells are shifted to 42°C no UpsM processing occurs in the *R*. *sphaeroides* strain expressing the temperature-sensitive RNase E variant. When methylene blue was added to the cultures in the light growing at 32°C accumulation of the 130 nt UpsM fragment was only weak in the *rne* mutant strain, while a strong accumulation was observed in the wild type. As shown previously a lack of Hfq also abolished UpsM processing (Fig 2B) [6].

Deletion of the endonuclease RNase III or the 3’ to 5’ exonuclease RNase J does not lead to an altered processing (S3A Fig), showing that those nucleases are not involved. These results demonstrate that processing of UpsM is catalyzed by RNase E. This raises the question, why RNase E dependent processing occurs only under certain growth conditions. It is highly unlikely that all conditions leading to UpsM processing go along with increased RNase E levels, increased RNase E activity or structural changes in UpsM that promote cleavage by RNase E. It is known that sRNAs are often processed together with their target mRNA [15–18]. The Hfq protein can favor sRNA-mRNA interaction and the subsequent processing [15, 21]. Thus, it is conceivable that induction of the UpsM target(s) is responsible for appearance of the 130 nt processing product under the given conditions. To date (the) target mRNA(s) of UpsM are not identified. To better define the conditions, which promote UpsM processing, we tested the effect of further stress factors and growth conditions on the UpsM pattern (S3B and S3C Fig). Neither SDS, nor ethanol, hydrogen peroxide, tBOOH nor superoxide induced processing of the UpsM transcript (S3B Fig). High NaCl concentrations induced slight processing, while CdCl_2_ had a similar effect on processing as ^1^O_2_. Heat shock resulted in very fast UpsM processing (S3C Fig). The processing product was also clearly visible in RNA isolated from stationary phase cultures.

In *R*. *sphaeroides* the alternative sigma factors RpoHI and RpoHII stimulate many genes in response to stress conditions including ^1^O_2_, CdCl_2_, heat and stationary phase [22–26]. Northern blots revealed that normal UpsM processing in presence of ^1^O_2_ occurs in mutants either lacking RpoHI or RpoHII. However, a mutant lacking both sigma factors fails to process UpsM even under ^1^O_2_ stress (Fig 2B). We conclude that interaction with a target RNA very likely promotes UpsM cleavage by RNase E, whereas the target RNA is transcribed from a promoter, which is recognized by RpoHI as well as by RpoHII. It is known that the regulons of these two sigma factors indeed overlap [23]. No genes for known RNases are part of the RpoHI/RpoHII regulon [23, 24, 27] and UpsM heterologously expressed in *E*. *coli* does not show any induced processing even under stress conditions (data not shown) supporting the assumption of target-dependent processing.

### The *Dcw* Gene Cluster Features a Long 5’ UTR

We performed reporter assays, 5’ RACE (*rapid amplification of cDNA ends*) and RT-PCRs to address the question whether *mraZ* transcription is exclusively dependent on the UpsM promoter and whether the UpsM terminator allows read-throughs in order to guarantee transcription of *mraZ*. Conversely, this means that no additional promoter is localised between the UpsM promoter and *mraZ*.

To test this we performed β-galactosidase activity assays by using reporter plasmids with *mraZ*::*lacZ* translational fusion and *mraZ* upstream regions of varying length in *R*. *sphaeroides* (Fig 3A). Strong activity of 130 Miller units was observed with plasmid pPHU*mraZ*UpsM containing the UpsM promoter. However, all shortened upstream regions of *mraZ* (188 nt or 67 nt) led to β-galactosidase activities similar to that observed for the empty vector control (pPHU235) proving the absence of any additional promoter closer to *mraZ*.

**Fig 3:**
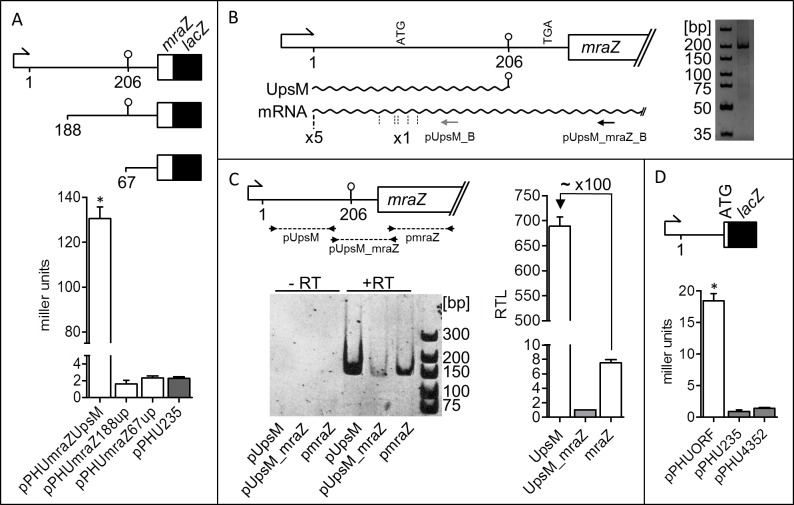
Transcription of *mraZ* is enabled by the UpsM promotor. (A) β-galactosidase activity assays of *R*. *sphaeroides* 2.4.1 with reporter plasmids with *mraZ*::*lacZ* translational fusion and *mraZ* upstream regions of varying length (long upstream region including the promotor of UpsM, 188 and 67 upstream nucleotides). pPHU235 represents the empty vector control. For each strain, three independent biological experiments with technical duplicates were performed. Error bars indicate standard deviations and an asterisk a significance level of P<0.01 compared to pPHU235. (B) 5’ RACE with RNA from *R*. *sphaeroides* 2.4.1 after 90 min of ^1^O_2_ stress. cDNA was generated with the primer depicted as black arrow, whereas cDNAs were amplified by the primer shown as grey arrow. The PCR product was visualized on a gel (10% PAA/TBE) by ethidium bromide staining. 5’ ends (dashed lines) identified by subcloning and sequencing and their corresponding frequencies are highlighted. (C) qRT-PCR products of primer pairs pUpsM, pmraZ (155 bp and 153 bp, both specific for the corresponding mRNA segments) and pUpsM_*mraZ* (143 bp, spanning from UpsM to *mraZ*) visualized on a gel (10% PAA/TBE) by ethidium bromide staining. Samples without initial RT step were loaded as control. On the right relative transcript levels are shown in relation to the product quantity of primer pair pUpsM_*mraZ*. qRT-PCRs were performed in technical duplicates with RNA from three biological independent and unstressed *R*. *sphaeroides* 2.4.1 cultures. Error bars indicate standard deviations. (D) β-galactosidase activity assays of *R*. *sphaeroides* 2.4.1 conjugated with a reporter plasmid with translational *lacZ* fusion to the start codon (ATG) within the UpsM gene in comparison to the promoter-less empty vector control (pPHU235) and a control plasmid (pPHU4352) containing a strong 16S rRNA promoter. For each strain, three independent biological experiments with technical duplicates were performed. Error bars indicate standard deviations and an asterisk a significance level of P<0.01 compared to both controls.

To further support this assumption we conducted a 5’ RACE to determine 5’ ends of *mraZ* mRNAs, whereby cDNA synthesis was enabled by a primer (pUpsM_mraZ_B) binding within the coding region of the *mraZ* gene. Further amplification of cDNA was done with a primer located upstream (pUpsM_B). The resulting PCR products are visible as one clear band on a gel and show the migration behaviour of fragments with 194 bp length which corresponds to the 5’end of UpsM (Fig 3B). The amplified DNA fragments were also subcloned into the pDrive vector without any further purification to determine the 5’ ends precisely. The 5’ end of UpsM was found in five of ten sequences, whereas the other 5’ ends were distributed randomly probably due to technical reasons (Fig 3B). This experiment confirms, 1) that *mraZ* transcription depends on the promoter of UpsM, 2) the terminator of UpsM allows read-throughs leading to *dcw* transcription and 3) the 5’ UTR of *mraZ* respectively *dcw* mRNAs is not processed like UpsM, since we used RNA from cells after 90 min ^1^O_2_ stress and did not detect the 5’ end of UpsM (130nt).

Furthermore we demonstrated read-throughs at the UpsM terminator and estimated the frequency of such events by RT-PCRs and an unconventional qRT-PCR approach with DNA free RNA from unstressed exponentially grown cultures. The two primer pairs pUpsM_A/B and pmraZ_A/B specifically amplify an UpsM or *mraZ* segment respectively (155 bp and 153 bp), whereas primer pair pUpsM_mraZ_A/B amplifies a segment (143 bp) spanning from UpsM to *mraZ* and therefore detects the read-through. RT-PCR products for all primer pairs are clearly visible on a gel, whereas none of those fragments emerge in control samples without prior reverse transcription (Fig 3C). For a rough estimate of the read-through frequency we compared amplification cycles or rather Cq values in qRT-PCR between all primer pairs in the same RNA samples instead of between different RNA samples with the very same primer pair. Since product sizes are very similar the fluorescent dye will intercalate comparably into *de novo* DNA. The mRNA level of the segment representing the read-through seems to have the lowest abundance. However, this is probably due to a terminator mediated bias and the smaller product size. In Fig 3C the relative transcript levels calculated in comparison to 16S rRNA levels are shown in relation to the transcript level detected by primer pair pUpsM_mraZ. Approximately 700 and 7 times higher RNA levels corresponding to UpsM and *mraZ* respectively were detected. As demonstrated *mraZ* transcripts have long 5’ UTRs and contain the UpsM locus. Therefore part of the DNA amplified by the primer pair pUpsM originates from full-length transcripts also encoding *mraZ*. In other words, *mraZ* transcripts are amplified not only by the primer pair pmraZ but also by pUpsM primers. By taking this into consideration we estimate that one read-through event or rather *mraZ* transcription takes place about once in 100 transcription events under the given experimental conditions.

We were able to show convincingly that *mraZ* has a long 5’ UTR under transcriptional control of the UpsM promoter. In addition the 5’ UTR contains a start codon upstream and a stop codon in frame downstream of the terminator of UpsM and therefore might encode a leader peptide here designated as sORF (small open reading frame). To test translation initiating at this start codon we performed β-galactosidase activity assays of a reporter plasmid with an sORF::*lacZ* translational fusion containing the upstream region including P_UpsM_ in *R*. *sphaeroides*. The sORF::*lacZ* fusion on plasmid pPHUORF resulted in low but significant higher β-galactosidase activities of approximately 18 Miller units in comparison to the promoter-less empty vector control pPHU235 and control plasmid pPHU4352 containing a strong 16S rRNA promoter (Fig 3D). This indicates translation of the ORF, but final proof by a direct detection of the hypothetical peptide is missing.

### The 5’ UTR of the *Dcw* Gene Cluster in *Rhodobacteraceae* Differs from Other Bacteria

The upstream region of the *mraZ* gene was compared to that of other species. Using public available deep sequencing data obtained from the NCBI SRA database [28], we annotated TSS (transcription start sites) within 300 nt upstream of the gene locus. Reads were mapped to the respective genomes using segemehl [29] with default parameters after quality trimming using Trimmomatic [30] at a quality threshold of 25 in a sliding window of size 3. Only reads of size >14 nt were considered. See S4 Fig for details. Rho-independent Terminators in the 5’-region were predicted using TransTermHP [31]. The highest scoring hit was assumed to be the terminator whenever its MFE (minimum free energy) was below -10 kcal/mol according to RNAfold [32].

A summary is shown in Fig 4. *Rhodobacteraceae* consistently show a long 5’ UTR with a strong terminator and no additional TSS close to *mraZ* in a particularly striking manner. In contrast, other species apart from *Rhodobacteraceae* typically have an exclusive TSS closer to *mraZ* resulting in 5’ URTs of ≤ 70 nt, including the closely related Alphaproteobacterium *Caulobacter crescentus*. Moreover upstream terminators are not found at all or are predicted to be rather weak in those species. A notable exception is *Sinorhizobium meliloti* by exhibiting 5’ UTR mediocre in length (170 nt) whereby the TSS is located within a predicted terminator site. However, whether this upstream TSS contributes to the *mraZ* expression as shown for *R*. *sphaeroides* remains speculative but has never been reported. Taken together our data suggests that a long *mraZ* 5’ UTR with intrinsic terminator generating an sRNA combined with no separate TSS for *mraZ* is an exclusive feature of the family of *Rhodobacteraceae*.

**Fig 4:**
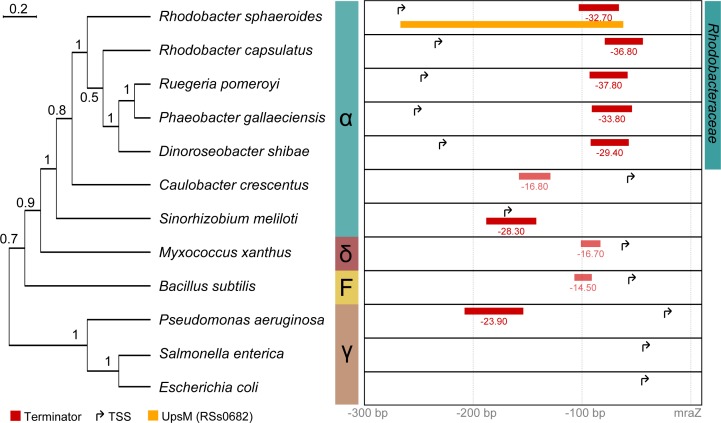
Comprehensive view of *mraZ* upstream regions in different species. Terminator predictions are indicated in red. Respective energies are given in kcal/mol. Regions between Start and Stop codons in frame are shown as grey bars. Transcription start sites are derived from public available deep sequencing data (see S4 Fig for details). The phylogenetic tree was build using clustalx [58] (NJ, 10000 bootstraps) based on a clustalOmega [59] alignment of the respective *mraZ* coding regions. Bootstrap support values are indicated. Seemingly the long *mraZ* 5’ UTR with an intrinsic terminator is special to the family of *Rhodobacteraceae*.

### Predicted Secondary Structure and Folding Landscape of UpsM

The secondary structure prediction of UpsM was evaluated *in silico* using RNAfold [32]. It consists of four structured regions (R1-4). R1 is located at the 5’ end. It consists of several short hairpins isolated from the remaining RNA by a ~11 nt long stem followed by an unpaired region of 10 nt. R2 is a long hairpin with a small bulge, R3 a short hairpin with a stem of only 4 nt. R4 is located at the 3’ end of the molecule and corresponds to the predicted, strong terminator structure (Fig 5A).

**Fig 5:**
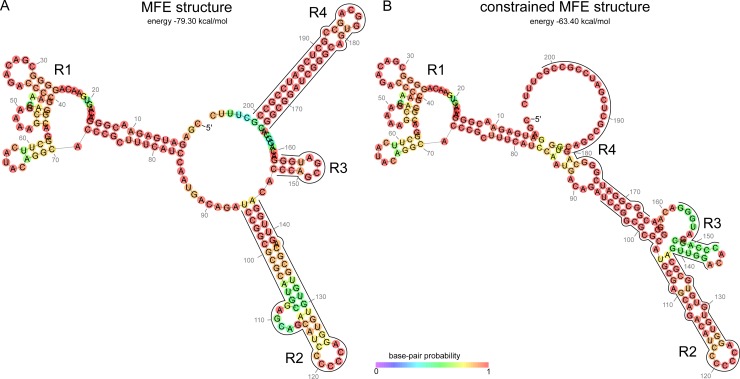
Structural analysis of UpsM. Analogous structured regions are indicated as R1-R4. RNAfold structure of UpsM in *R*. *sphaeroides* with and without constraint terminator (R4).

The secondary structure elements R2/3 and R4 show similarities to typical riboswitches (R2/3 aptamer region, R4 terminator) [33]. Hence we constrained the fold such that the terminator would not form. Strikingly, the refolding event leads to an interaction of R2 and R4 owing a loss of ~20% energy (15.9 kcal/mol) (Fig 5B). Based on this analysis, the *dcw* 5’ UTR has the potential to represent a riboswitch.

To verify our assumption, we aligned the 5’-UTR regions of all *Rhodobacteraceae* in our dataset (cropped at the predicted terminator) using mlocarna [34] which respects sequence and secondary structure at the same time. The alignment was folded using RNAalifold from the Vienna RNA 2.0 package [32] with no constraints and, analogously to above, constraint such that the terminator would not be allowed to form. S5A Fig shows the resulting structures with conservation. S5B Fig indicates the underlying alignment with secondary structure indications.

The consensus structure implies that R1 is hardly conserved. Moreover, the predicted transcription start site is further downstream in other species, leading to shorter transcripts (e.g. 19 nt of R1 are missing in *D*. *shibae*). We thus assume that R1 is relevant for the function of UpsM. Other than that, the consensus structure well resembles the UpsM structure, indicating that R2-4 are conserved among *Rhodobacteraceae*. Constraint folding however does not induce an interaction of R2 and R4 in this case. Hence, the putative riboswitch function is seemingly not conserved in *Rhodobacteraceae* but, if so, an evolutionary trait special to *R*. *sphaeroides*.

The folding landscape of UpsM was predicted using RNAsubopt, RNAfold and barriers from the Vienna RNA 2.0 package [32] as well as treekin [35]. A summary is shown in S6 Fig. The four most probable structures of UpsM mainly differ in the terminator hairpin (R4, states 1, 4 and 12) while one variant slightly differs in R1. States 1 and 4 represent the most pronounced folding minima with the highest probability (S6A and S6B Fig). Potential interactions between the structured regions are not observed. These findings indicate a rather stable structure that requires an additional partner (e.g RNA, protein or ligand) for substantial refold.

## Discussion

In this study we further characterize the sRNA UpsM (previously RSs0682) and demonstrate that it is derived from the 5´ UTR of the mRNA for *mraZ*, the first gene of the *dcw* gene cluster. 

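The log2 ratios of the UpsM overexpression strain to the control strain were compared between aerobic growth and singlet oxygen stress. Across the 4372 numbered genes the mean ratios of both conditions, which come from separate arrays, correlated with a Pearson's r of 0.80 (genes are not independent replicates). Of 67 genes that passed the A-value and log2 criteria of the methods in at least 1 condition, 30 passed in both, and 29 of these changed in the same direction. Of the 30 genes, 24 belonged to a group of 54 very bright features with neighbouring identifiers, 46 of which are measured by a single probe. The exception in direction was gene 640072636, with a log2 ratio of 0.78 ± 0.19 (SD, n = 2 arrays) in aerobic growth and of -0.72 under stress (adjusted p = 0.0117 for the difference, limma). The difference between the conditions was tested for each gene, and 753 genes had an adjusted p under 0.05 (limma), 403 of them with a higher ratio under stress. Among the 67 genes, 20 differed between the conditions by this test. The number of 753 genes changed when an array was left out, but the spread then came from the other condition alone. Such fits do not show the influence of a single array. The number also depended on the processing and was 229 with the processed signals of the scanner software. With median centring in place of loess it was 1129, of which 708 had a higher ratio under stress.

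**Figure D2:**
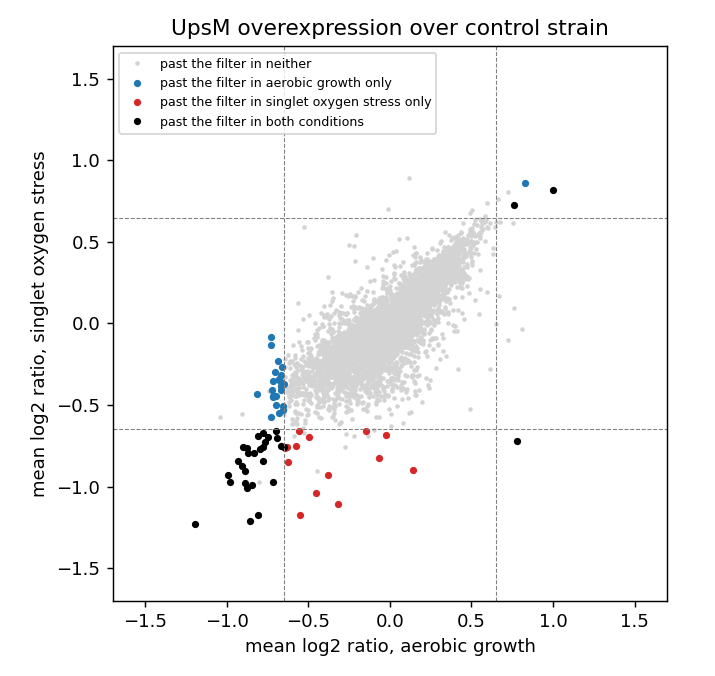
Mean log2 ratio of the UpsM overexpression strain to the control strain over 2 arrays in aerobic growth (horizontal axis) and over 2 arrays under singlet oxygen stress (vertical axis). Each point is 1 of the 4372 numbered genes, coloured by the condition in which it passed a mean A-value of 12 and an absolute log2 ratio of 0.65 (dashed lines), and the 30 genes passing in both conditions are black.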

Overexpression of UpsM leads to a mild growth defect and to a change in the global gene expression pattern as well under aerobic conditions as under photooxidative stress conditions, proving that UpsM is also functional in *trans*. Further experiments need to clarify whether altered mRNA levels are due to direct base pairing or rather to binding of high amounts of Hfq. Analysis of a dRNA-seq dataset of high coverage and Northern blot analysis of TEX treated RNA from ^1^O_2_ stressed cultures confirmed a processing step from UpsM (206nt) to UpsM (130nt). The UpsM processing pattern under different stress conditions and in various mutant strains showed that processing requires the RNA chaperon Hfq, the endoribonuclease RNase E and the alternative sigma factors RpoHI/II. mRNAs being part of the RpoHI/II controlled stress regulon are induced similar to the processing of UpsM upon ^1^O_2_ stress [6, 12, 23], heat stress [24] and in stationary phase (unpublished). Therefore we assume that UpsM is bound and stabilized by Hfq prior to target recognition. However, under stress conditions a target mRNA is expressed which may form a duplex with UpsM mediated by Hfq. In the course of base pairing the structure of UpsM might be altered and becomes susceptible to RNase E cleavage. A similar mechanism was first described for the Hfq dependent sRNA RyhB, which is degraded in an RNase E dependent manner upon binding to the target mRNA *sodB* in *E*. *coli* [15]. Moreover, an interaction of Hfq with the scaffolding domain of RNase E for the purpose of a recruitment of RNase E to sRNA-mRNA hybrids has been discussed [36] and might also be true for *R*. *sphaeroides*.

The dRNA-seq data of high coverage based on exponentially growing *R*. *sphaeroides* cultures, did not show a TSS exclusive for *mraZ*, despite the fact that *mraZ* represents the first gene of the *dcw* gene cluster. Therefore and based on dRNA-seq data we hypothesized that transcription of *mraZ* depends on the UpsM promoter, which implicates that the terminator of UpsM allows read-throughs in order to guarantee transcription of *mraZ* with a long 5’ UTR of 268 nt in length. We were able to proof this assumption by 5’ RACE and reporter assays with different fragments of the *mraZ* 5´ UTR and estimated the read-through at the UpsM terminator to takes place once in 100 transcription events under our experimental conditions. This might ensure sufficient proximal *dcw* gene transcription, since UpsM is the most frequently transcribed sRNA in *R*. *sphaeroides* [6]. Taken together our data demonstrates that *mraZ* or polycistronic *dcw* gene mRNAs of *R*. *sphaeroides* feature long 5’ UTRs, with the consequence that UpsM has to be reckoned as a 5’ UTR derived sRNA rather than an orphan sRNA derived from an IGR as previously assumed [6].

In recent years transcriptome wide identification of sRNAs revealed that apart from intergenic regions especially 3’ UTRs serve as a reservoir for sRNAs being part in the Hfq network [37, 38] and their functions in *trans* was reported [39–41]. In comparison, 5’ UTR- or riboswitch-derived sRNAs have been described only occasionally and in general without clear functional assignment in *trans*. A handful of putative sRNAs resulting from processed 5’ UTRs are mentioned in a transcriptome study of *Yersinia pseudotuberculosis* [42]. For *E*. *coli* prematurely terminated transcripts from 5’ leader sequences of *ybjM*, *ynaE*, *ydfK*, *mdtJ*, *typA*, *yhiI*, and *dinQ* were detected [43], among which *ynaE*, *ydfK* and *ybjM* 5’ leader fragments co-immunoprecipitate with Hfq [44]. In the same study an sRNA corresponding to a 5’ UTR segment of the *adhE* mRNA was identified, possibly generated by RNase III [44]. A cloning based screen for ncRNAs in *E*. *coli* led to the discovery of a few 5’ UTR derived RNA fragments, which correspond to riboswitches or to be precise L-box, THI box and RFN box elements known to be required for the regulation of mRNA or protein synthesis by attenuation or RBS accessibility [45]. However, neither an association to Hfq nor any other proof for a function of those RNA fragments in *trans* was provided in this study. Recently 14 sRNAs which also might serve as 5’ UTRs were predicted in *Vibrio cholera*, but only for Vcr043 an Hfq dependent stability was shown indicating a function in *trans* [46]. To our knowledge and surprisingly only once dual function 5’ UTRs were described so far, which act as riboswitch and generate sRNAs in the course of attenuation with regulatory function in *trans*. This was described for SreA and SreB, two S-adenosylmethionine (SAM) riboswitches in *Listeria monocytogenes*. SreA and SreB are transcribed together with downstream genes encoding proteins involved in methionine and cysteine transport or metabolism. Upon binding of the ligand SAM transcription is attenuated causing expression of SreA and SreB as short transcripts, which control expression of the virulence regulator PrfA precisely as sRNAs by binding to the 5‘ region of its mRNA [47]. The authors assumed SreA/SreB to be just the first example of a novel distinct class of riboswitch derived sRNAs, without expecting that no further example was reported over the past seven years. In this study we were able to describe a similar example, since UpsM can be transcribed with the downstream gene, but is also generated as stable sRNA by an intrinsic terminator in the 5’ leader. However, we were only able to provide evidence for a function of UpsM in *trans* by strong Hfq dependency and target dependent cleavage of the sRNA, whereas we cannot present any experimental evidence for a riboswitch at the intrinsic terminator in the leader sequence so far. Its prominent position in the 5’ UTR of the *dcw* gene cluster and combined with the potential breakup the terminator structure R4 due to an interaction with R2, however, makes UpsM a reasonable candidate for a riboswitch. Regulatory features and a potential function as riboswitch will be subject to future investigation.

The regulatory features of the *mraZ/dcw* 5’ UTR might be even more complex, since we have indications for weak translational activity at an sORF overlapping with the terminator of UpsM. *Cis*-regulatory elements as such sORFs sometimes also termed leader peptides or uORFs (upstream open reading frame) in eukaryotes are often involved in transcriptional or translation attenuation [48, 49]. However, this sORF is only present in *R*. *sphaeroides* species and presence of the resulting peptide is not unequivocally proven.

The *mraZ/dcw* 5’ UTR or rather UpsM may represent not only the second example for a class of riboswitch derived sRNAs, but also is the first extended 5’ UTR described for the *dcw* gene cluster, despite outstanding conservation among rod shaped and gram negative *bacteria* [1–3]. In *E*. *coli* the first promoter (*mraZ*1*p*) of the gene cluster (16 genes in total) gives rise to polycistronic transcripts containing a short 38nt long 5’ UTR followed by the first gene *mraZ* [4, 7]. However, in this study we have been able to describe a much longer 5’ UTR of 268 nt in length featuring *trans-*regulatory and potential *cis*-regulatory elements (summarized in S7 Fig). Therefore we were interested whether we would find similar 5’ leaders in the same genetic context of other bacteria. Our results suggest that long 5’UTRs with intrinsic terminators are exclusively present in members of *Rhodobacteraceae*.

## Material and Methods

### Bacterial Strains and Growth Conditions

Bacterial strains used in this study are listed in S2 Table. Details on their construction are given in S1 File. *R*. *sphaeroides* strains were cultivated at 32°C in malate minimal-salt medium [50]. To grow the cells aerobically, cultures were either gassed with air in Meplat bottles to attain a concentration of 160 to 180 μM of dissolved oxygen or by continuous shaking of Erlenmeyer flasks containing 20% culture by volume at 140 rpm. For microaerobic growth conditions, having a dissolved oxygen concentration of about 25 μM, Erlenmeyer flasks containing 80% culture by volume were shaken at 140 rpm. For anaerobic growth in the dark in the presence of 60 mM DMSO as electron acceptor we used completely filled screw-cap Meplat bottles, completely filled and sealed with Parafilm. When necessary tetracycline (2 μg ml^-1^), kanamycin (25 μg ml^-1^) or spectinomycin (10 μg ml^-1^) was added to liquid and solid growth media (1.6% agar). Photooxidative stress conditions were generated as described earlier [51], except the final concentration of methylene blue (0.2 μM) (Sigma-Aldrich; M9140). Other stress conditions were generated by a final concentration of 250 mM NaCl, 10 μM CdCl_2_, 0.005% SDS, 2.5% ethanol, 300 μM tBOOH, 1 mM H_2_O_2_ and 250 μM paraquat (O_2_^-^) or by temperature shift to 42°C. To culture *E*. *coli* strains, cells were continuously shaken at 180 rpm in Luria–Bertani medium at 37°C or grown on solid growth media containing 1.6% (w/v) agar. When necessary kanamycin (25 μg ml^-1^) or tetracycline (20 μg ml^-1^), ampicillin (200 μg ml^-1^) or spectinomycin (10 μg ml^-1^) was added to the media.

### Northern Blot Analysis

Northern blots were performed as described earlier [6]. Oligodeoxynucleotides used for end-labeling with [γ-^32^P]-ATP (Hartmann Analytic; SRP-301) by T4 polynucleotide kinase (Fermentas; #EK0031) are listed in S3 Table. A low stringency Church buffer was used for hybridization [52]. Membranes were washed in 5x SCC buffer + 0.1% SDS. After exposure on phosphoimaging screens (Bio-Rad), images were analyzed by the 1D-Quantity One software (Bio-Rad).

### Isolation of Total RNA

Total RNA used for Northern blot, 5’ RACE and real time RT-PCR was isolated by the hot phenol method [53]. To remove remaining traces of DNA, samples were treated with 6 U of DNaseI (Invitrogen; #18047019) per 1 μg of RNA. Absence of DNA contamination was confirmed by PCR with primers targeting *gloB* (RSP_0799) (S3 Table).

### 5’ RACE

To determine 5’ mRNA ends of *mraZ* using 5’ rapid amplification of cDNA ends (RACE), 3 μg of DNA free total RNA isolated from wild type cells after 90 minutes of ^1^O_2_ stress were reverse transcribed into cDNA by using avian myeloblastosis virus reverse transcriptase (Promega) and gene-specific primer pUpsM_mraZ_B (S3 Table). A second amplification was done with primer pUpsM_B (S3 Table). The 5′RACE protocol was performed as described previously [24].

### qRT-PCR

The One-Step Brilliant III QRT-PCR Master Mix Kit (Agilent) was used for reverse transcription and following PCR as described in the manufacturer’s manual but in 10 μl volumes containing 2 μl DNA free RNA in the concentration 0.2 ng/μl. Runs in independent biological triplicates with technical duplicates were done by the use of a Bio-Rad CFX96 Real Time System. Cq values at the auto calculated RFU were extracted with the corresponding software Bio-Rad CFX Manager. mRNA levels were calculated in relation to the mRNA levels of 16S rRNA similar to Pfaffl [54], but with fixed primer efficiencies of 2.0 and a fixed denominator of 1.0, since Cq values of different primer pairs were compared and the very same RNA sample was used. Therefore the resulting formula is: Ratio = 2^ΔCq(16S –A)^, whereas A is Cq of primer pair pUpsM, pUpsM_marZ or pmraZ. Primers are listed in S3 Table.

### β-Galactosidase Activity Assay

β-galactosidase activity was measured in conjugants obtained after transferring the respective reporter plasmids via di-parental conjugation from *E*. *coli* to *R*. *sphaeroides*. Three independent liquid cultures, inoculated with equal numbers of colonies, were grown microaerobically and diluted to OD_660_ 0.2, before reaching stationary phase. Three samples of 1 ml were collected in early exponential growth phase (OD_660_ 0.4). Measurements of β-galactosidase activity were carried out as described previously [22].

### RNA Treatment, Library Preparation and Sequencing

DNA free total RNA isolated from exponential and microaerobic cultures were treated with TEX (Epicentre #TER51020) to enrich primary transcripts [55]. For *R*. *sphaeroides* RNA Illumina cDNA libraries were prepared by vertis Biotechnology AG, Germany (http://www.vertis-biotech.com/) as described before without prior RNA fragmentation or size fractionation [50]. Illumina cDNA libraries resulting from TEX treated *R*. *capsulatus* RNA were generated as described before without prior rRNA depletion [42]. cDNA libraries were sequenced on a HiSeq 2000 or HiSeq 2500 machine in single-read mode running 100 cycles. Raw files for *R*. *sphaeroides* have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [56] and are accessible via the GEO accession GSE71844. Raw files for *R*. *capsulatus* are accessible via BioProject Accession PRJNA343088.

### Microarray Analysis

Microarray analysis was performed as described before [26, 57]. Total RNA, obtained from 6 independent cultures per strain later hybridized with a duplicate of arrays was chemically labeled with Cy3 and Cy5 (Kreatech; EA-022/EA-023), respectively. Multiarray analysis was performed with the Bio-conductor package Limma for R. On the basis of calculated MA plots, genes were considered reliable if the average signal intensity [A-value: 1/2 log2 (Cy3×Cy5)] was ≥ 12. To filter out potentially insignificant changes among genes that passed the reliability criterion, a cutoff value was applied; i.e., those genes were retained whose average expression value of the overexpression strain (a) compared with the average value of the control treatment (b) was either a log_2_ fold change of ≥ 0.65 or ≤ -0.65. 

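Both criteria were applied to the mean over the 2 arrays of each condition. A mean A-value of at least 12 was reached by 1889 of the 4372 numbered genes in aerobic growth and by 1720 genes under singlet oxygen stress. These numbers depend on the background correction, because normexp lowers the A-values of dim spots. Without background correction 2581 and 2452 genes reached this value, and the median A-value of a gene was 12.2 in place of 11.7 in aerobic growth and 12.2 in place of 11.6 under stress.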

Microarray data are deposited in the Gene Expression Omnibus (GSE87789).

## Supporting Information

S1 Fig Nucleotide sequence of the *mraZ* 5’ UTR. Sequence of UpsM is shaded in grey. The corresponding terminator is underlined. The hypothetical sORF coding region starting with ATG and the *mraZ* coding region starting with GTG are depicted by bold letters.
(TIF) Click here for additional data file.

S2 Fig (A) Altered UpsM transcript level shown by Northern blot analysis of total RNA of the overexpression strain *R*. *sphaeroides* 2.4.1 pBBRUpsMx2 after 60 min ^1^O_2_ stress in comparison to the wild-type strain harboring the empty vector (pBBR1MCS2). Signals of 5S rRNA serve as loading control. (B) Aerobic, microaerobic and anerobic growth of the overexpression strain *R*. *sphaeroides* 2.4.1 pBBRUpsMx2 in comparison to the wild-type strain harboring the empty vector (pBBR1MCS2). The optical density at 660 nm (OD_660_) was determined over time, and growth is indicated as continuous line. All graphs represent the mean of three biological independent experiments. Error bars indicate the standard deviation at each time point measured.
(TIF) Click here for additional data file.

S3 Fig Processing pattern of UpsM under various ongoing stress conditions and in strains lacking RNases shown by Northern blot analysis of total RNA isolated from *R*. *sphaeroides*. (A) Processing pattern of UpsM in strains lacking RNase III (Δ*rnc*) or RNase J (Δ*rnj*). Signals of 5S rRNA serve as loading control. (B) Stress conditions were generated by a final concentrations of 0.005% SDS, 2.5% ethanol, 300 μM tBOOH, 1mM H_2_O_2_ and 250 μM paraquat (O_2_^-^). (C) Stress conditions were generated by a final concentrations of 0.2 μM methylene blue in the presence of 800 Wm^-2^ white light (^1^O_2_), 250 mM NaCl and 10 μM CdCl_2_ or by stationary phase or growth under heat stress at 42°C.
(TIF) Click here for additional data file.

S4 Fig Genomic regions upstream of *mraZ* in other species. Underlying deep sequencing data was used to predict transcriptional start sites. Layout resembles Fig 4. Genome IDs are indicated at the y-axis. Sources are indicated at the right.
(TIF) Click here for additional data file.

S5 Fig Structural analysis of UpsM. Analogous structured regions are indicated as R1-R4. (A) RNAfold structure of UpsM in *R*. *sphaeroides* with and without constraint terminator (R4) and consensus structure of aligned sequences for all *Rhodobacteraceae* without constraint terminator (R4). (B) RNAalifold alignment with structural annotation and indicated terminator constraint (x = bases forced to be unpaired). An interaction of R2 and R4 occurs when applying terminator constraints. This is however not resembled by the consensus structure.
(TIF) Click here for additional data file.

S6 Fig Folding state analysis of UpsM. (a) Barrier tree of all suboptimal structures of the unprocessed sRNA. Four main species with favorable energies were identified (1, 4, 8, 12). (B) Population density of these structures over time (no unit). (C) Structural representations of the four most favorable states.
(TIF) Click here for additional data file.

S7 Fig Model summarizing the results of this publication. The 268 nt long 5’ UTR of *mraZ*, first gene of the *dcw* (division and cell wall) gene cluster, comprises a Rho independent terminator, which in case of termination gives rise to the 206 nt long non-coding RNA UpsM (upstream sRNA *m**raZ*). Under stress conditions this sRNA is conditionally cleaved by RNase E in an Hfq- and likely in a target mRNA-dependent manner, whereas the corresponding target mRNA is controlled by an RpHI/II dependent promotor.
(TIF) Click here for additional data file.

S1 File Strain construction. (PDF) Click here for additional data file.

S1 Table Gene expression of an UpsM overexpression strain *R*. *sphaeroides* 2.4.1 pBBRUpsMx2 was analysed in comparison to the strain *R*. *sphaeroides* 2.4.1 pBBR1MCS2 harbouring the empty vector to get first insights into the biological function of UpsM. The transcriptome of both strains was compared by microarray analysis during exponential growth under aerobic and non-stress conditions and after 90 min of ^1^O_2_ stress. For both conditions a biological duplicate of arrays was hybridized with RNA from three biological independent cultures per strain. A Pearson correlation coefficient between the replica of 0.97 and 0.95 was calculated. Changes in expression levels of protein-coding genes passing the selection criteria of microarray analysis, which is a reliable A-value ≥ 12 and a log2 fold change of > 0.65 or < -0.65 between the two strains, are shown.
(DOCX) Click here for additional data file.

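Pearson's r between the log2 ratios of both arrays, calculated across the numbered genes, was 0.954 in aerobic growth and 0.932 under singlet oxygen stress. The log2 intensities of the single channels correlated more closely. For the overexpression strain (Cy3) r was 0.996 in aerobic growth and 0.995 under stress, and for the control strain (Cy5) it was 0.997 and 0.996. Among the alternatives, the r of the log2 ratios was lowest with the processed signals of the scanner software, with 0.927 and 0.903, and highest with median centring in place of loess, with 0.975 and 0.955.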

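With an A-value of at least 12 and an absolute log2 ratio of at least 0.65, each averaged over the 2 arrays, 53 numbered genes passed in aerobic growth, 4 increased and 49 decreased in the overexpression strain. Under singlet oxygen stress 44 genes passed, 2 increased and 42 decreased. This number was 21, none of them increased, without replicate 1 of the stress condition and 67, with 7 increased, without replicate 2. With the brightest probe of each gene only, 59 increased genes passed in aerobic growth and 48 under stress. With the mean over the probes and both arrays, all genes that passed had an adjusted p under 0.05 (limma). The supplement lists 31 genes in aerobic growth, 16 of them increased, and 26 genes under stress, 16 of them increased. Its lists cover protein-coding genes, and whether every numbered gene is one was not examined. The 54 features of the identifier range with mostly single probes contributed 26 of the 53 genes in aerobic growth and 28 of the 44 under stress. The number of genes in aerobic growth changed most upward when arrays were centred on the median in place of loess, to 200 genes. Among the increased genes that passed in the respective condition, gene 640072244 had the largest log2 ratio, 1.00 ± 0.084 (SD, n = 2 arrays) in aerobic growth and 0.82 ± 0.39 under stress. Gene 640709966, a feature of the range with 1 probe, had the lowest, -1.19 ± 0.095 in aerobic growth and -1.23 ± 0.27 under stress. Outside of this range, gene 640072132 was lowest under stress, with -1.17 ± 0.18 (SD, n = 2 arrays, adjusted p = 0.000253 from limma) compared to -0.55 in aerobic growth, where it did not pass the criteria.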

S2 Table Strains and plasmids used in this study (DOCX) Click here for additional data file.

S3 Table Oligonucleotides used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: The Conserved Dcw Gene Cluster of R. sphaeroides Is Preceded by an Uncommonly Extended 5’ Leader Featuring the sRNA UpsM
**Source:** PLoS One. 2016 Nov 1;11(11):e0165694. doi: 10.1371/journal.pone.0165694
**Supplement:** S1 File

## **S1 File. Strain construction.**

**Construction of strain *R. sphaeroides* 2.4.1  $rne^{E.coli(ts)}$ .** This mutant encodes an RNase E variant with *rne-3071 (ts)* mutation of *E. coli* N3431 [1, 2] instead of its native RNase E. Substitution of the gene locus was achieved by the suicide vector pPHU281\_up\_*rne(ts)*\_sp/sm\_down. For the construction upstream and downstream regions of  $rne^{R.s.}$  for homologous recombination were amplified by PCR using the oligonucleotides R.s.*rneUP\_f*, R.s.*rneUP\_r*, R.s.*rneDOWN\_f* and R.s.*rneDOWN\_r*.  $rne^{E.c.ts}$  was amplified with oligonucleotides E.c.*rne\_fw* and E.c.*rne\_rev* and chromosomal DNA of strain *E. coli* N3431. R.s.*rneUP\_r* and E.c.*rne\_fw* generate NdeI cleavage sites at the 3' end of upstream fragment and 5' end of the  $rne^{E.c.ts}$  coding sequence. Therefore the nucleotide at position -1 is substituted (A→T), but the ATG of  $rne^{R.s.}$  and its distance to native promoter as well as RBS is maintained on suicide plasmid and after recombination in the chromosome. All fragments were subcloned into pJET1.2/blunt cloning vector (Thermo Scientific) and sequenced to ensure the absence of any mutations. Previous to simultaneous ligation into ScaI/XbaI cut pPHU281 [3] upstream- and  $rne^{E.c.ts}$ -fragments were generated by cutting corresponding pJet plasmids with ScaI/NdeI and NdeI/XbaI respectively. The resulting plasmid was linearized with KpnI and EcoRI before ligation with equally cut down fragments. Finally the spectinomycin resistance cassette derived from plasmid pHP45Ω was inserted into the XbaI and KpnI restriction sites to obtain the suicide vector. Prior to this step the resistance cassette was cut and ligated into the BamHI restriction site of pDrive (Qiagen) due to the lack of suitable XbaI and KpnI restriction sites in pHP45Ω [4]. After transformation of *E. coli* S17-1 [5] the suicide plasmid was transferred to *R. sphaeroides* 2.4.1 [6] by diparental conjugation. Conjugants were selected on agar plates containing spectinomycin. Double crossover was confirmed by PCR using chromosomal DNA isolated from conjugants.

**lacZ based reporter plasmids.** We constructed reporter plasmids with *mraZ::lacZ* translational fusion and *mraZ* upstream regions of varying length to verify the absence of additional promoters localised between the UpsM promoter and *mraZ*. Therefore we used the reverse primer *MraZ\_rep\_r*, which leads to a translational fusion of 11 N-terminal AS to LacZ, in combination with *MraZ\_rep\_f* (resulting fragment contains 376 upstream nucleotides with UpsM locus and promoter), with *MraZ188up\_rep\_f* (188 upstream nucleotides) or with *MraZ67up\_rep\_f* (67 upstream nucleotides) for PCR. For the construction of a reporter plasmid with *uppM::lacZ* translational fusion of 3 N-terminal AS of the peptide we used the primer pair *MraZ\_rep\_f* / *0682ORF3\_rep\_r* for PCR. PCR products were subcloned into pJet1.2 (Thermo Scientific) and sequenced to ensure the absence of mutations. After excision with BamHI and HindIII sequenced fragments were ligated with matching restriction sites of pPHU235 [3]. Resulting plasmids pPHUmraZUpsM, pPHUmraZ188up, pPHUmraZ67up and pPHUORF were used to transform *E. coli* S17-1 [7] for a subsequent transfer to *R. sphaeroides* 2.4.1 [6] by diparental conjugation.

**Construction of strain *R. sphaeroides* 2.4.1 pBBRUpsMx2.** For an overexpression of the small RNA UpsM we amplified the gene locus along with promoter and terminator twice with the two primer pairs *KpnI\_IGR0682\_f* / *IGR0682\_Hind\_r* and *Hind\_IGR0682\_f* / *IGR0682\_EcoRV\_r*. Both Fragments were subcloned into pJET1.2/blunt cloning vector (Fermentas), excised with the corresponding restriction enzymes (KpnI+HindIII and HindIII+EcoRV) and ligated into pBBR1MCS-II [8]. After transformation of *E. coli* S17-1, overexpression plasmids as well as the empty plasmid pBBR1MCS-II [8] were transferred to *R. sphaeroides* 2.4.1 by diparental conjugation. Conjugants were selected on agar plates containing kanamycin. Overexpression was verified via Norther blot.

## Supplementary References

1. Apirion D. Isolation, genetic mapping and some characterization of a mutation in *Escherichia coli* that affects the processing of ribonucleic acid. *Genetics*. 1978;90(4):659-71. PubMed PMID: 369943; PubMed Central PMCID: PMC1213911.
2. Goldblum K, Apirion D. Inactivation of the ribonucleic acid-processing enzyme ribonuclease E blocks cell division. *J Bacteriol*. 1981;146(1):128-32. PubMed PMID: 6163761; PubMed Central PMCID: PMC217061.
3. Hubner P, Willison JC, Vignais PM, Bickle TA. Expression of regulatory *nif* genes in *Rhodobacter capsulatus*. *J Bacteriol*. 1991;173(9):2993-9. PubMed PMID: 1902215; PubMed Central PMCID: PMC207883.
4. Fellay R, Frey J, Krisch H. Interposon mutagenesis of soil and water bacteria: a family of DNA fragments designed for in vitro insertional mutagenesis of gram-negative bacteria. *Gene*. 1987;52(2-3):147-54. PubMed PMID: 3038679.
5. Simon R, O'Connell M, Labes M, Puhler A. Plasmid vectors for the genetic analysis and manipulation of rhizobia and other gram-negative bacteria. *Methods Enzymol*. 1986;118:640-59. PubMed PMID: 3005803.
6. van Niel CB. The Culture, General Physiology, Morphology, and Classification of the Non-Sulfur Purple and Brown Bacteria. *Bacteriol Rev*. 1944;8(1):1-118. PubMed PMID: 16350090; PubMed Central PMCID: PMC440875.
7. Simon LD, Randolph B, Irwin N, Binkowski G. Stabilization of proteins by a bacteriophage T4 gene cloned in *Escherichia coli*. *Proc Natl Acad Sci U S A*. 1983;80(7):2059-62. PubMed PMID: 6340113; PubMed Central PMCID: PMC393752.
8. Kovach ME, Elzer PH, Hill DS, Robertson GT, Farris MA, Roop RM, 2nd, et al. Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. *Gene*. 1995;166(1):175-6. PubMed PMID: 8529885.

# Supplementary material for: The Conserved Dcw Gene Cluster of R. sphaeroides Is Preceded by an Uncommonly Extended 5’ Leader Featuring the sRNA UpsM
**Source:** PLoS One. 2016 Nov 1;11(11):e0165694. doi: 10.1371/journal.pone.0165694
**Supplement:** S1 Table — The transcriptome of both strains was compared by microarray analysis during exponential growth under aerobic and non-stress conditions and after 90 min of 1O2 stress. For both conditions a biological duplicate of arrays was hybridized with RNA from three biological independent cultures per strain. A Pearson correlation coefficient between the replica of 0.97 and 0.95 was calculated. Changes in expression levels of protein-coding genes passing the selection criteria of microarray analysis, which is a reliable A-value ≥ 12 and a log2 fold change of > 0.65 or < -0.65 between the two strains, are shown.

Table S1: Gene expression of an UpsM overexpression strain *R. sphaeroides* 2.4.1 pBBRUpsMx2 was analysed in comparison to the strain *R. sphaeroides* 2.4.1 pBBR1MCS2 harbouring the empty vector to get first insights into the biological function of UpsM. The transcriptome of both strains was compared by microarray analysis during exponential growth under aerobic and non-stress conditions and after 90 min of ^1^O_2_ stress. For both conditions a biological duplicate of arrays was hybridized with RNA from three biological independent cultures per strain. A Pearson correlation coefficient between the replica of 0.97 and 0.95 was calculated. Changes in expression levels of protein-coding genes passing the selection criteria of microarray analysis, which is a reliable A-value ≥ 12 and a log2 fold change of > 0.65 or < -0.65 between the two strains, are shown.

# Supplementary material for: The Conserved Dcw Gene Cluster of R. sphaeroides Is Preceded by an Uncommonly Extended 5’ Leader Featuring the sRNA UpsM
**Source:** PLoS One. 2016 Nov 1;11(11):e0165694. doi: 10.1371/journal.pone.0165694
**Supplement:** S2 Table

**S2 Table. Strains and plasmids used in this study**

| **Strains/Plasmids** | **Description** | **Source / Reference** |
| --- | --- | --- |
| ***Rhodobacter sphaeroides*** | | |
| 2.4.1 | Wild type | [1] |
| Δhfq | Δ(hfq::ΩSp) | [2] |
| rne^E.coli(ts)^ | Δ(rne::rne^E.c.ts^;Sp) | This study |
| Δrnc | Δ(rnc::Km) | [3] |
| Δrnj | Δ(rnj::Km) | [4] |
| ΔrpoHI | Δ(rpoHI::Km) | [5] |
| ΔrpoHII | Δ(rpoHII::ΩSp) | [6] |
| ΔrpoHI/II | Δ(rpoHI::Km) Δ(rpoHII::ΩSp) | [5] |
| ***E.coli*** | | |
| S17-1 | *recA pro hsdR* RP4-2-Tc::Mu-Km::Tn7 *tra^+^* Km^r^, Sp^r^ | [7] |
| JM109 | *recA1 supE44 endA1 hsdR17 gyrA96 relA1 thi (lac–proAB)* | New England Biolabs |
| N3431 | *Hfr(PO1), lacZ43(Fs), λ-, rne-3071(ts), relA1, spoT1, thiE1* | [8, 9] |
| **Plasmids** | | |
| pDrive | Ap^r^, Km^r^ cloning vector | Qiagen |
| pJET1.2 | Ap^r^, cloning vector | Thermo Scientific |
| pPHU281 | Tc^r^, suicide vector for *R. sphaeroides* | [10] |
| pHP45ΩSp | Sp^r^, source for Sp cassette with terminator | [11] |
| pPHU*rne*::rne^E.coli(ts)^ΩSp | Tc^r^, pPHU281 containing upstream and downstream of *rne* with *rne-3071(ts*) and pHP45ΩKm derived Km^r^ | This study |
| pPHU235 | Tc^r^, broad-host-range *lacZ* fusion vector | [10] |
| pPHU4352 | Tc^r^, pPHU235 containing 16S rRNA promoter | [12] |
| pPHUmraZUpsM | Tc^r^, pPHU235 containing UpsM *mraZ* fragment for *lacZ* fusion | This study |
| pPHUmraZ188up | Tc^r^, pPHU235 containing UpsM *mraZ* fragment for *lacZ* fusion | This study |
| pPHUmraZ67up | Tc^r^, pPHU235 containing *mraZ* fragment for *lacZ* fusion | This study |
| pPHUORF | Tc^r^, pPHU235 containing *upsP* fragment for *lacZ* fusion | This study |
| pBBR1MCS2 | Km^r^, broad-host-range cloning vector | [13] |
| pBBRUpsMx2 | Km^r^, pBBR1MCS2 containing two copies of the UpsM locus | This study |

1. van Niel CB. The Culture, General Physiology, Morphology, and Classification of the Non-Sulfur Purple and Brown Bacteria. Bacteriol Rev. 1944;8(1):1-118. PubMed PMID: 16350090; PubMed Central PMCID: PMC440875.

2. Glaeser J, Zobawa M, Lottspeich F, Klug G. Protein synthesis patterns reveal a complex regulatory response to singlet oxygen in *Rhodobacter*. J Proteome Res. 2007;6(7):2460-71. doi: 10.1021/pr060624p. PubMed PMID: 17536848.

3. Rische-Grahl T, Weber L, Remes B, Forstner KU, Klug G. RNase J is required for processing of a small number of RNAs in *Rhodobacter sphaeroides*. RNA Biol. 2014;11(7):855-64. doi: 10.4161/rna.29440. PubMed PMID: WOS:000342901600012.

4. Rische T, Klug G. The ordered processing of intervening sequences in 23S rRNA of Rhodobacter sphaeroides requires RNase J. RNA Biol. 2012;9(3):343-50. doi: 10.4161/rna.19433. PubMed PMID: 22336705.

5. Nuss AM, Glaeser J, Berghoff BA, Klug G. Overlapping alternative sigma factor regulons in the response to singlet oxygen in *Rhodobacter sphaeroides*. J Bacteriol. 2010;192(10):2613-23. doi: 10.1128/JB.01605-09. PubMed PMID: 20304993; PubMed Central PMCID: PMC2863570.

6. Nuss AM, Glaeser J, Klug G. RpoH(II) activates oxidative-stress defense systems and is controlled by RpoE in the singlet oxygen-dependent response in *Rhodobacter sphaeroides*. J Bacteriol. 2009;191(1):220-30. doi: 10.1128/JB.00925-08. PubMed PMID: 18978062; PubMed Central PMCID: PMC2612413.

7. Simon LD, Randolph B, Irwin N, Binkowski G. Stabilization of proteins by a bacteriophage T4 gene cloned in *Escherichia coli*. Proc Natl Acad Sci U S A. 1983;80(7):2059-62. PubMed PMID: 6340113; PubMed Central PMCID: PMC393752.

8. Apirion D. Isolation, genetic mapping and some characterization of a mutation in *Escherichia coli* that affects the processing of ribonuleic acid. Genetics. 1978;90(4):659-71. PubMed PMID: 369943; PubMed Central PMCID: PMC1213911.

9. Goldblum K, Apririon D. Inactivation of the ribonucleic acid-processing enzyme ribonuclease E blocks cell division. J Bacteriol. 1981;146(1):128-32. PubMed PMID: 6163761; PubMed Central PMCID: PMC217061.

10. Hubner P, Willison JC, Vignais PM, Bickle TA. Expression of regulatory *nif* genes in *Rhodobacter capsulatus*. J Bacteriol. 1991;173(9):2993-9. PubMed PMID: 1902215; PubMed Central PMCID: PMC207883.

11. Fellay R, Frey J, Krisch H. Interposon mutagenesis of soil and water bacteria: a family of DNA fragments designed for in vitro insertional mutagenesis of gram-negative bacteria. Gene. 1987;52(2-3):147-54. PubMed PMID: 3038679.

12. Mank NN, Berghoff BA, Hermanns YN, Klug G. Regulation of bacterial photosynthesis genes by the small noncoding RNA PcrZ. Proc Natl Acad Sci U S A. 2012;109(40):16306-11. doi: 10.1073/pnas.1207067109. PubMed PMID: 22988125; PubMed Central PMCID: PMC3479615.

13. Kovach ME, Elzer PH, Hill DS, Robertson GT, Farris MA, Roop RM, 2nd, et al. Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. Gene. 1995;166(1):175-6. PubMed PMID: 8529885.

# Supplementary material for: The Conserved Dcw Gene Cluster of R. sphaeroides Is Preceded by an Uncommonly Extended 5’ Leader Featuring the sRNA UpsM
**Source:** PLoS One. 2016 Nov 1;11(11):e0165694. doi: 10.1371/journal.pone.0165694
**Supplement:** S3 Table

| **Oligonucleotide** | **Sequence** | **Purpose** | **Source** |
| --- | --- | --- | --- |
|  |  |  |  |
| p-5S | 5'-CTTGAGACGCAGTACCATTG-3' | probe | [1] |
| p-0682 (UpsM) | 5'-GACTCAGGTGGTCGCCAGATACC-3' | probe | This study |
| *gloB*_A | 5′-GAACAATTACGCCTTCTC-3′ | test PCR for DNA | [2] |
| *gloB*_B | 5´-CATCAGCTGGTAGCTCTC-3′ | test PCR for DNA | [2] |
| MraZ_rep_f | 5´-CAGGTTGTGCGGATCCAACTTG-3′ | PCR | This study |
| MraZ67up_rep_f | 5´-GGATCCCTTTCGTTTCCGGGGTGC-3′ | PCR | This study |
| MraZ188up_rep_f | 5´-GGATCCAATGACAGATCCGGCG-3′ | PCR | This study |
| MraZ_rep_r | 5´-CTTGGCGTCAAGCTTCTGGTTG-3′ | PCR | This study |
| 0682ORF3_rep_r | 5´-AAGCTTATCTGTCATTGGATGAAAGCGGG-3' | PCR | This study |
| R.s.rneUP_f | 5´-AGTACTCGGATCTCTATTACCGGCTCG-3' | PCR | This study |
| R.s.rneUP_r | 5´-CATATGATTCCATGGCACCCG-3' | PCR | This study |
| R.s.rneDOWN_f | 5´-GGTACCGCTGATCTCCAGAGATTGACAC-3' | PCR | This study |
| R.s.rneDOWN_r | 5´-GAATTCTGCATTGGACAGGAAGAAGG-3' | PCR | This study |
| E.c.rne_fw | 5´-CATATGAAAAGAATGTTAATCAACGCAAC-3' | PCR | This study |
| E.c.rne_rev | 5´-TCTAGAAACTGGGTATGTTTTGTCTGCC-3' | PCR | This study |
| KpnI_IGR0682_f | 5´-GGTACCGAGCCACCTTCTTCCCATGGC-3' | PCR | This study |
| IGR0682_Hind_r | 5´-AAGCTTCACTGTCCGGTGCCGTTC-3' | PCR | This study |
| Hind_IGR0682_f | 5´-AAGCTTGAGCCACCTTCTTCCCATGGC-3' | PCR | This study |
| IGR0682_EcoRV_r | 5´-GATATCTTCACTGTCCGGTGCCGTTC-3' | PCR | This study |
| pUpsM_A | 5´-CGAGATGAGAACGGGACAG-3' | qRT-PCR | This study |
| pUpsM_B | 5´-ATCGCTGGGTGTCCAACT-3' | qRT-PCR/5’ RACE | This study |
| pUpsM_mraZ_A | 5´-CAGTGGCAGCCGCTCGAT-3' | qRT-PCR | This study |
| pUpsM_mraZ_B | 5´-GCGCCTTGGCGTCAACCT-3' | qRT-PCR/5’ RACE | This study |
| pmraZ_A | 5´-AGAGGCGAATACAACCAG-3' | qRT-PCR | This study |
| pmraZ_B | 5´-TAGCATTCGACGTAGGAG-3' | qRT-PCR | This study |
| 16S_A | 5´-CCTGGAACTGCCTTTGAAAC-3' | qRT-PCR | This study |
| 16S_B | 5´-GCGGAATGCTTAATCCGTTA-3' | qRT-PCR | This study |
| Oligo dT-anchor Primer | 5´-GACCACGCGTATCGATGTCGAC  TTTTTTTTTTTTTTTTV-3' (V=A,C or G) | 5’ RACE | Roche |
| PCR anchor Primer | 5´-GACCACGCGTATCGATGTCGAC-3' | 5’ RACE | Roche |

**S3 Table. Oligonucleotides used in this study.**

1. Berghoff BA, Glaeser J, Sharma CM, Vogel J, Klug G. Photooxidative stress-induced and abundant small RNAs in *Rhodobacter sphaeroides*. Mol Microbiol. 2009;74(6):1497-512. doi: 10.1111/j.1365-2958.2009.06949.x. PubMed PMID: 19906181.

2. Glaeser J, Klug G. Photo-oxidative stress in *Rhodobacter sphaeroides*: protective role of carotenoids and expression of selected genes. Microbiology. 2005;151(Pt 6):1927-38. doi: 10.1099/mic.0.27789-0. PubMed PMID: 15942000.

How the deposited data were processed for this re-analysis (not part of the article)

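RNA of an UpsM overexpression strain and of a control strain with the empty vector was compared on 4 two-colour Agilent arrays of a custom design, 2 for aerobic growth and 2 for 90 min of singlet oxygen stress. The arrays lay on 1 slide and were scanned in 1 scan. Sample labels and the legend of S1 Table gave the same conditions and replicates. Each array carried RNA of 3 cultures per strain, so that 6 cultures per strain stand behind each condition.

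The authors deposited the output of the scanner software for each array, in which the intensity of every spot is given as median signal and median local background for both dyes, without correction or normalization. The same deposited files hold a processed intensity, which the scanner software had corrected for background and normalized between the dyes. The authors also deposited a table of log2 ratios. Set against the scanner output, these log2 values equalled those of Cy3 over Cy5 from uncorrected median signals after loess within each array, with differences of at most 5e-10 on all 4 arrays. In this table 1990 probes that were spotted more than once carry the value of their first spot at each place. The paper names limma, the A-value criterion and the log2 criterion. Its text does not name the background correction or the normalization, for which it refers to earlier work that was not used here.

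From the intensities, log2 ratios were computed with limma 3.58.1 in R 4.3.3. The background was corrected with normexp (offset 50) on the median signals, since the files used here give median signals where mean signals had been planned. Control spots were then left out, as was the 1 non-control spot marked as an outlier by the scanner software. Loess was run within each array (span 0.3, 4 iterations). Spots of a probe were averaged, then the probes of a gene. The criteria of the methods were applied to the means over the 2 arrays of a condition. Each feature was tested with lmFit and eBayes over all 4 arrays with 1 mean per condition, against 0 and for the difference between conditions. Adjustment was by Benjamini-Hochberg over 4516 features, and genes were counted over the 4372 numbered ones. For the change of each strain under stress, both channels were fitted together after loess and Aquantile normalization (lmscFit), with a correlation within spots of 0.774.

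The tests were checked on simulated data of 4500 genes with 200 changed ones. For the ratio of the strains, 99.5% of the changed genes were recovered and 3.87% of the calls were false. For the difference between conditions these values were 99% and 7.48%, and for the stress response 95% and 6.86%. In this simulation both of these tests called somewhat more false genes than the nominal level. In the data far more than 200 genes were called, with 3187 in aerobic growth and 753 for the difference between conditions. The simulated rates therefore do not give the share of false calls among these genes.

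The precision is limited by the number of arrays. Negative control spots reached a median intensity between 887 and 1404, far above the local background of 34 to 75, so that the ratios of dim spots can be understated. No dye swap was made, and a dye effect of single genes is not removed by loess.

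The alternatives set before the data were examined were no background correction, normexp without offset, the processed signals of the scanner software, median centring, Aquantile normalization, the authors' log2 table, only probes well above background, outlier spots kept, the median of the probes, the brightest probe only, other A-value and log2 thresholds, each array past the threshold, other sets of arrays or genes in the fit, a replicate block, a trend in eBayes, each array left out in turn and, for the single channels, quantile normalization or the channel of that strain alone. Further rules for the filter were added later. Named features were to be UpsM, the genes of S1 Table, the *dcw* genes and other genes named in the text, and for each condition the 5 genes with the largest and the 5 with the smallest log2 ratio past the criteria with the same sign on both arrays. For the stress response the 5 largest and 5 smallest changes were added. Because the files do not pair identifiers with gene names, the genes of S1 Table and of the *dcw* cluster were not analysed here by name, and few identifiers are printed.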

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

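The tests on the causes of the lower UpsM ratio, on chance spread and on dye effects were chosen after the result was seen.

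The log2 ratio of 753 genes differed between aerobic growth and singlet oxygen stress (limma, adjusted p under 0.05), which drew attention because the effect of UpsM overexpression is then not the same in both conditions. The number changed when 1 array was left out, but the spread was then taken from the other condition alone. Such counts do not show how much a single array matters. The number was 229 with the processed signals and 1129 with median centring, so its size depends on the processing. A gene-specific dye effect that is equal on all arrays cancels in the difference between conditions. A weaker response of 1 dye to a change in the RNA would not cancel. The difference of a gene equals the stress response of the overexpression strain minus that of the control strain, so the smaller response described under the other observations is the same quantity in another form and does not explain it. No biological explanation was tested separately.

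UpsM itself had a log2 ratio that was lower under stress by a difference of -0.69 (standard error 0.059, limma, adjusted p = 0.0102, lower in each pairing of arrays). Over the alternatives the adjusted p lay between 2.41e-05 and 0.0538, and the highest value, with a trend in eBayes, was no longer under 0.05. UpsM lies at the end of the intensity range, where loess has few neighbours. With median centring the difference of the mean over the 3 probes was still -0.35 (limma, adjusted p = 0.0312), which argues against loess as its whole cause. No UpsM spot (0) was marked as saturated. In the single channels UpsM rose by a log2 change of 0.29 in the control strain and fell by 0.40 in the overexpression strain. Cleavage of UpsM under stress, which the paper reports from Northern blots, is a candidate explanation if the probes lie on different parts of the RNA. After loess the 3 probes changed by -0.48, -0.47 and -1.12, a spread of 0.65 between the largest and the smallest change. Before loess and centring, probe 3 had -0.76 and -0.20 on the stress arrays, against 0.02 and 0.06 on the aerobic arrays. Probe 1 had 0.23 and 0.72 against 0.33 and 0.43, and probe 2 had -0.12 and 0.47 against -0.01 and 0.15. The values of probes 1 and 2 overlapped between the conditions, so before loess the lower ratio was clear for probe 3 only. The positions of the probes were not used here, and some may lie outside of UpsM, so cleavage and a probe-specific response cannot be told apart.

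Among the 144 features that are not numbered genes, 121 had an adjusted p under 0.05 in aerobic growth and 116 under stress (limma). The paper's table covers protein-coding genes, so these intergenic and antisense features lie outside of what it reports. In aerobic growth 7 of them, UpsM included, increased and 10 decreased past the criteria of the methods, and under stress 10 increased and 7 decreased. Chance spread between arrays is argued against by the correlation of the ratios between conditions, with an r of 0.777 across these features and of 0.80 across numbered genes. A gene-specific dye effect would repeat between conditions in the same way. With 0 arrays with swapped dyes, a dye effect and an effect of UpsM cannot be told apart.

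In the control strain 2186 numbered genes changed under singlet oxygen stress (separate-channel fit of limma, adjusted p under 0.05), 974 of them upward, a comparison the paper does not report. The stress treatment is a biological explanation that the design gives, and the arrays labelled as stress differ from the others in many genes. No array held cultures kept for 90 min without the treatment. Effects of the time that passed, of the light and of methylene blue can therefore not be told apart. Both conditions lay on the same slide and in the same scan, so no batch of this kind separates them.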

How the results depend on the processing

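The filter rules named last here were chosen after the values were seen, and all other settings before the data were examined.

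UpsM stayed higher in the overexpression strain with an adjusted p under 0.05 in both conditions under every alternative run. Its log2 ratio ranged from 0.80 (median centring) to 2.70 (processed signals of the scanner software) in aerobic growth and from 0.45 to 1.95 under stress. Its difference between conditions kept its direction, and lost the threshold only with a trend in eBayes, with an adjusted p of 0.0538 (range over the alternatives 2.41e-05 to 0.0538).

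The number of genes with an adjusted p under 0.05 in aerobic growth (3187) and under stress (3130) fell to 1383 and 1353 when only genes with a mean A-value of at least 12 were tested, which tests fewer genes. With an array left out it lay between 2417 and 3351 in aerobic growth and between 2702 and 3013 under stress. The share of higher genes depended on the setting as well. With the brightest probe only, 2517 of 3510 genes were higher in aerobic growth and 2252 of 3283 under stress, and with the A-value restriction 569 of 1383 and 511 of 1353, for which the cause was not tested. A condition left with 1 array was assumed to vary like the other. The number for the difference between conditions (753) was 229 with the processed signals, 357 with the A-value restriction, 949 with a trend in eBayes, 1129 with median centring and between 64 and 1077 with an array left out. The majority direction of these genes was not stable. A higher ratio under stress was found for 403 of the 753 genes, for 708 of 1129 with median centring, for 323 of 739 with the brightest probe only and for 21 of 64 without replicate 1 of aerobic growth. Apart from the restriction, the cause was not tested.

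The replicate number as a block was tested because both conditions have replicates 1 and 2. For the log2 ratios the deviations of equally numbered arrays had an r of -0.0785, so that the ratios share only a number. In the single channels r was 0.484 for the control strain and 0.339 for the overexpression strain, an effect common to both channels that cancels in the ratio. Its cause was not tested, and the arrays are too few to show that the numbers pair them. With the block, 320 genes had a difference between conditions, and 3109 and 3040 genes passed in aerobic growth and under stress. In the single channels the block gave 2852 genes for the control strain and 2433 for the overexpression strain.

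The change under stress in the overexpression strain (1656 genes) lay between 992 and 1511 with an array left out, and that in the control strain (2186 genes) between 1496 and 1926. The correlation within spots was then taken from all 4 arrays, because it could not be estimated.

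Pearson's r between the arrays (0.954 and 0.932) moved little but by more than its bootstrap SD. In aerobic growth and under stress it was 0.961 and 0.937 without background correction, 0.951 and 0.926 with normexp without offset, 0.927 and 0.903 with processed signals, 0.975 and 0.955 with median centring, 0.962 and 0.936 with the authors' log2 table, 0.958 and 0.939 with probes well above background only, 0.946 and 0.926 with the median of the probes, and 0.964 and 0.943 with the brightest probe only. The cause was not tested.

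The number of genes past the criteria of the methods was 53 in aerobic growth and 44 under stress. It was 25 and 17 with processed signals, 200 and 80 with median centring, 108 and 94 with the brightest probe only, 1 and 7 with a log2 threshold of 1, and 28 and 20 when each array had to pass. The last 2 settings are stricter by construction, and for the others the cause was not tested. With an array left out it lay between 49 and 77 in aerobic growth and between 21 and 67 under stress. Of the genes passing with the brightest probe only, 59 and 48 were increased, against 4 and 2 with the mean of the probes.

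Further rules were compared with the counts of S1 Table and were therefore chosen after the values were seen. Leaving out the identifier range of mostly single-probe features gave 27 genes in aerobic growth and 16 under stress. With the A-value criterion applied to each spot before averaging and no background correction, 71 and 70 genes passed, 74 and 70 with ratios rounded to 2 decimals, 33 and 27 without the range, and 36 and 27 without the range and rounded. With the criterion applied to each probe these numbers were 70 and 69, 73 and 69, 32 and 26, and 35 and 26. With any spot past both criteria they were 151 and 111, 162 and 115, 113 and 68, and 124 and 72. With any probe past both they were 140 and 106, 148 and 111, 102 and 63, and 110 and 68. With the criterion applied to each spot after normexp they were 93 and 80, 100 and 82, 67 and 52, and 73 and 54. The cause of these shifts was not tested beyond the rules themselves, and none of the rules is known to be the paper's.

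A block for slide or scan was not run, since all arrays share 1 slide and 1 scan. Set tests on the *dcw* genes were not run, since the files do not pair identifiers with gene names. The signal over background limits dim genes most: negative control spots had up to 1404 units of median intensity.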

Differences from the paper's values

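In aerobic growth 53 genes passed the criteria, while the paper's supplement lists 31. The supplement covers protein-coding genes only. The counts here cover all numbered genes, and whether each of them codes for a protein was not examined. Part of the differences in the counts of genes may therefore come from unlike sets of genes. Among the alternatives set before the data were examined, the processed signals (25 genes), an A-value threshold of 13 (46 genes) and the requirement that each array pass (28 genes) brought the number within 1.5 times the paper's, and the others did not. Under singlet oxygen stress 44 genes passed, while the supplement lists 26. Here an A-value threshold of 13 (39 genes), the requirement that each array pass (20 genes) and the fit without replicate 1 of the stress condition (21 genes) came within this factor, and the others did not.

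By direction, 4 genes were increased in aerobic growth, against 16 in the paper's supplement, and 2 under stress, against 16. Among the alternatives set before the data were examined, the difference was within 1.5 times only without an A-value threshold, with 12 and 11 increased genes. With the A-value criterion applied to each spot and no background correction, a rule chosen after seeing the values, 15 and 16 genes were increased, and with each probe, also chosen after seeing the values, 14 and 15. The decreased genes numbered 49 in aerobic growth, against 15 in the supplement, and none of the alternatives set before the data were examined came within this factor. Under stress 42 genes were decreased, against 10 in the supplement, and the processed signals (15 genes) and a log2 threshold of 1 (7 genes) came within it, unlike the others.

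Some settings chosen after seeing the values come close to the paper's lists. With the A-value criterion applied to each spot, no background correction and the identifier range left out, a rule chosen after seeing the values, 33 genes (15 increased and 18 decreased) passed in aerobic growth and 27 (16 and 11) under stress, and with rounded ratios 36 (17 and 19) and 27 (16 and 11). The same rule for each probe, also chosen after seeing the values, gave 32 genes (14 and 18) and 26 (15 and 11), and with rounded ratios 35 (16 and 19) and 26 (15 and 11). Leaving out the range alone, again chosen after seeing the values, gave 27 genes (4 and 23) in aerobic growth, a total within 1.5 times the paper's with other directions, and 16 (2 and 14) under stress, which is not within it. These rules were found by comparing counts with S1 Table. Whether they pick the same genes as the paper was not examined.

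Pearson's r between the arrays was 0.954 in aerobic growth and 0.932 under stress, while the paper gives 0.97 and 0.95. The paper does not name the values it correlated. Log2 ratios were assumed here, so the measures may differ. Median centring, with 0.975 and 0.955, came within the error of the paper's values, and none of the others set before the data were examined did in either condition.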

Other observations

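The tests on the stress response, on the bright identifier range and on the genes with a single bright probe were chosen after the results were seen, while those on deviations between probes of a gene were set before.

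The response to singlet oxygen stress was smaller in the overexpression strain than in the control strain. This response includes any effect of the 90 min that passed, for which no array served as control. In the control strain 201 genes had a change of at least 1 on the log2 scale. Of these, 197 had a smaller change in the overexpression strain. For 164 the strains differed (separate-channel fit of limma, adjusted p under 0.05), all toward a smaller change. Among all genes this fit called 1033, while the test on the log2 ratios called 753 for the same difference. The choice of genes by a large change in the control strain by itself favours a smaller change in the other strain. A slope of the overexpression strain's response on the control strain's was estimated with the response on separate arrays as instrument, which removes noise, and was 0.744 on average. An attenuation by noise is therefore argued against. After loess the slope was at most 0.747 in both pairings of arrays, and with median centring in place of loess it was 0.698 and 0.694. Loess removes only the average trend of an array with intensity, so this argues against such a trend alone. A weaker response of Cy3 at single probes would remain after loess. It stays open, since the overexpression strain was in Cy3 on all 4 arrays. Among 797 bright genes the slope was at most 0.756, which argues against background in 1 channel for these genes. No single stress array accounts for the smaller response, since the slope was at most 0.791 with any of them. Induced genes had a ratio of mean responses of 0.784 and repressed genes of 0.696. Weaker exposure of the overexpression cultures to the stress may give the same picture as a smaller reaction to equal exposure, and the design cannot tell them apart. In aerobic growth the ratio of the strains correlated with the control strain's response on other arrays (r = 0.365 across genes), while under stress it did not (r = -0.0673). A hypothesis is that the overexpression strain is already shifted toward the stressed state before stress, but this was not tested against other explanations. A dye effect that is equal on all arrays would by itself give the same correlation in both conditions, and could give these values only together with the smaller response.

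The probes of a gene often gave different log2 ratios, and these deviations repeated between conditions. Over 4283 genes with 3 probes, the deviations from the gene's mean in aerobic growth and under stress correlated with an r of 0.867, and over 211 genes with 3 bright probes with an r of 0.860. Random spot noise is argued against by these values. Compression of dim probes by background would repeat between conditions as well, so the r over all genes cannot exclude it. For the 211 genes with 3 bright probes it is argued against as the cause, and for the other genes it stays open. A dye effect of single probes may produce such deviations. The spread within a gene was 0.806 times that of the stress response measured in a single dye, so it was not larger for the comparison of dyes, and this does not settle it.

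Many genes that are increased in aerobic growth by the rule applied to each spot rest on 1 bright probe. Of 15 such genes, 10 had a single probe past an A-value of 12. On the stress arrays the bright probe had a median log2 ratio of 0.92 and the other probes of 0.068, a ratio of 0.0737. For 8 genes whose other probes had signals over 2 times the negative controls, the ratio was 0.301. The genes were chosen by their bright probes, and since deviations between probes repeat between conditions (r = 0.867), such a gap follows from the choice and the stress arrays are no independent check. These values therefore exclude neither a change of the whole transcript nor compression of the other probes by background. For 18 decreased genes the bright and other probes had similar medians of -0.48 and -0.44. Only 1 of these 18 genes had a single probe past an A-value of 12, so they are not a matched contrast to the increased genes. An effect of single probes, or of part of a transcript, stays open as well.

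The 54 features of one identifier range, most with 1 probe, were among the brightest and were lower in the overexpression strain in 53 cases in each condition, with a median log2 ratio of -0.65 in aerobic growth and -0.66 under stress. Compression of Cy3 at high signal is a candidate explanation. With median centring the range had a median of -1.72 and 13 other features as bright had -1.45, a gap of -0.27, which lies within the 0.3 set for this test, although not far from it. What the features are was not examined, and no biological explanation was tested.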
